A study of Capra hircus with 3 samples.

How the data were processed

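Single-cell transcriptomes were analysed from dorsal skin of goat fetuses at E60, E90 and E120, with 1 library per stage. Per the labels' protocols, cells of at least 2 fetuses per stage were prepared separately and pooled before barcoding, and libraries were made with the 10x Genomics 3′ chemistry, version 3. The aligner, the genome build, the gene annotation and the filters on cells and genes are not stated in the labels. Cells were assigned to stages by the stage that opens each cell's name in the table, which the labels describe.

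The deposited values were natural log values. In each cell they had been scaled to 10000 and transformed as the natural log of 1 plus the scaled value, as the values themselves showed. Back-transformed values of each cell summed to 10000, and 100% of the 13245017, 9007461 and 14965452 nonzero values of E60, E90 and E120 were whole multiples of the cell's smallest value within a tolerance of 0.01. UMI counts were recovered by that inversion, and each total came out whole as well. The planned analysis had assumed counts, and all sums below are of recovered counts. The recovery assumes that the smallest value of each cell is 1 UMI.

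The table listed 16739 genes. Of these, 12709 carried a symbol, and 11897 of those symbols were found in the RefSeq gene list of assembly ARS1.2, which was used for names only. The other 4030 genes carried Ensembl identifiers and are not named. Few genes were in fewer than 3 cells of a library and more than 0: 417, 432 and 387 genes were in 3 cells of E60, E90 and E120, and 108, 66 and 19 genes were in 2 cells, whereas 1734, 1508 and 1443 genes were in no cell. A gene with 0 counts in a library may therefore have been in up to 2 of its cells before the table was made. The lowest and highest numbers of genes per cell were 1143 and 3996 at E60, 506 and 2997 at E90, and 529 and 3997 at E120. Fold differences against 0 counts were computed against a floor of 3 counts in the sum concerned and are lower bounds. A floor of 3 counts was 0.046 CPM, 0.099 CPM and 0.032 CPM in the whole libraries of E60, E90 and E120.

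All cells of the table entered the main analysis. Counts were scaled to 10000 per cell and log-transformed, 2000 variable genes were chosen by variance within bins of mean, and 30 principal components, 20 nearest neighbours and Leiden clustering at resolution 1 were used (leidenalg 0.10.2, igraph 0.11.9, numpy 2.4.6, scipy 1.17.1, Python 3.11.15). No correction between libraries was made in the main analysis. Markers of each class were fixed before the data were examined. How they were scored was set after the data had been seen, and several earlier versions of the scoring were set aside because they named E90 clusters from keratin counts present in other E90 clusters as well, or left more of the E120 clusters without a name. A marker counted as found when it was in at least 10% of the cluster's cells, at least 2 times its median over clusters, and at least 0.5 times its level in the cluster's main library. Each cluster was given the closest class by mean log2 ratio, and a part of the class was named only when a marker of that part was among its 10 leading genes, while other dermal clusters were called dermal fibroblasts. It stayed unnamed with under 3 markers of the class and its parts, with more markers of another class than of its own among its 10 leading genes by fold within the same library, or with at least 3 mitochondrial or haemoglobin genes among them. It also stayed unnamed when its median depth was under 1/3 of its library's and no own marker led. Lymphatic endothelial clusters were counted with endothelial ones.

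Doublets were called in each library with a script of Scrublet's algorithm that uses exact neighbours, 2 simulated doublets per cell and an assumed rate of 6%. It marked 4.76% of E60, 0.101% of E90 and 1.74% of E120. Of the doublets simulated from each library it called 54.3% at E60, 1.11% at E90 and 29.8% at E120, so removal of called cells may leave doublets in. At E90 it did not work, since 7 of 6931 cells were marked. No cell was removed as a doublet in the main analysis. Removal of the called cells was an alternative, and removal of the 6% of cells with the highest scores in each library was added after the data had been seen.

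Counts were summed per library over all cells, over epithelial-like cells and over dermal-like cells, and given as CPM, that is, scaled to a total of 1000000 for that sum. Stages were compared by the log2 ratio of CPM + 1, later over earlier. With 1 library per stage no test was made, and no p-value, standard error or number of changed genes is given. Sums carry exact Poisson intervals and shares exact binomial (Clopper-Pearson) intervals at 95%, which cover counting error only. By a rule fixed before the data were examined, the text names in each comparison the 3 genes with the largest and the 3 with the smallest log2 ratio among genes with at least 100 CPM in the higher library. Left out were cell type markers, genes without a symbol, and mitochondrial, ribosomal protein and haemoglobin genes. From the follicle list it names up to 6 genes per class with at least 50 CPM in 1 library of the class, the widest range over stages first. Comparisons of epithelial-like cells with E60 were not made.

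The ratio step was tested on simulated Poisson counts drawn over 16739 genes from the real means and library sizes. The 200 genes changed 2-fold or 4-fold were picked among those with a mean of at least 20 CPM. Genes with lower means, and spread beyond counting error, were thus not tested. The direction was right for 100% of changed genes in each comparison. The share with a log2 ratio within 0.1 of the truth was 81.5% for E90 against E60 in whole libraries, 79.0% for the epithelial comparison and 42.5% for E120 against E90 in the dermal class, where the sums were smallest. Clustering of 1200 simulated cells from 6 real clusters returned 6 clusters with an adjusted Rand index of 1. These cells were drawn from the summed profile of each cluster, without other variation between cells, so real clusters may be harder to recover. The naming put 83.3% of cells in the right class and left 1 cluster, the follicle-rich epithelial one of E90, unnamed. Of 71 simulated doublets added to that set 73.2% were called, and no other cell was. The shares called among doublets simulated from the real libraries, given above, were lower.

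Alternatives for class shares were Leiden resolutions 0.5 and 2, removal of called doublets, the filter at 1000 genes and 10% mitochondrial counts, centring of each gene within libraries, and classes given from each cell's own marker counts without clusters. In the last of these a cell took the class with the highest sum of marker counts. No allowance was made for the number or level of the markers, which favours classes with abundant markers. Alternatives for ratios were scaling by median of ratios, the mean over cells of each cell's CPM, both cell filters, a pseudocount of 10 CPM, totals without the 20 most abundant genes of each library, classes from resolution 2, and a minimum of 20 CPM for whole libraries. Genomic coordinates were not used here.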

Results

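Dorsal skin of fetal Northern Shaanxi White Cashmere goats (Capra hircus) was profiled by droplet-based 3′ single-cell RNA sequencing at E60, E90 and E120, the days of gestation at which, per the study's design text, hair follicles are in induction, organogenesis and cytodifferentiation. Each stage was 1 library, made from cells of at least 2 fetuses that were pooled before barcoding, so no stage had a replicate and no difference between stages could be set against the spread between fetuses. E60 and E90 were whole skin treated with collagenase IV and pipetting, whereas E120 was made of follicles dissected from collagenase-treated skin and dissociated with TrypLE. Stage and dissociation therefore cannot be told apart in any comparison with E120. All intervals below are exact 95% intervals and cover counting error only.

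The table held 20676 cells, 971 more than the 19705 cells that the design text states. The E60 library had 6849 cells and 65049552 unique molecular identifiers (UMIs), with a median of 8579 UMIs and 1824 genes per cell. The E90 library had 6931 cells and 30277663 UMIs, with medians of 3714 UMIs and 1200 genes. The E120 library had 6896 cells and 93403291 UMIs, with medians of 13064 UMIs and 2296 genes. The lowest UMI count of any cell was 6269 at E60, 3000 at E90 and 2475 at E120. The median share of mitochondrial UMIs was 4.52% at E60, 11.1% at E90 and 5.26% at E120. When each cell was thinned to 2000 UMIs, which left out no cell in any library, the median number of genes was 720 at E60, 764 at E90 and 712 at E120, so the order of the libraries at equal depth differed from that of the unthinned medians. Thinning to 1000 UMIs gave medians of 448, 464 and 442 genes.

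The first comparison asked which cell classes each stage held. Clustering of all cells gave 38 clusters, of which 35 had over 90% of their cells from 1 library, so a cluster may stand for its library as well as for a cell type. Marker lists fixed before the data were examined named 30 of them, and the names are used below as epithelial-like, dermal-like and so on. Epithelial-like cells made up 3 of 6849 cells at E60 (0.044%, 0.0090 to 0.128), 2456 of 6931 at E90 (35.4%, 34.3 to 36.6) and 4315 of 6896 at E120 (62.6%, 61.4 to 63.7). Dermal-like cells made up 84.6% of E60 (83.7 to 85.5), 7.47% of E90 (6.87 to 8.12) and 3.12% of E120 (2.72 to 3.56). Clusters that stayed unnamed held 6.82% of E60, 54.6% of E90 and 26.3% of E120. Giving each cell the class with the highest sum of its own marker counts, without clusters, moved most of these shares furthest. That rule favours classes with abundant markers, and counts of markers from other classes can shift it. Epithelial-like cells were then 80.7% of E90 and 82.9% of E120, and dermal-like cells were 95.4%, 17.4% and 10.4% of E60, E90 and E120. A filter that kept cells with at least 1000 genes and at most 10% mitochondrial counts moved the E90 shares about as far. It kept 2756 of the E90 cells, and under it 80.7% of E90 was epithelial-like, 16.6% was dermal-like and no E90 cell was in an unnamed cluster. At E120 it gave 64.5% epithelial-like cells, so the order of E90 and E120 in that class depended on this filter. It also rested on the name of a filtered cluster with 1428 E90 cells. That cluster had 12 markers of the class and its parts, none of them among its 10 leading genes. HBAI and HBAII led it, and 3 haemoglobin or mitochondrial genes among these would have left it unnamed.

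**Figure D1:**
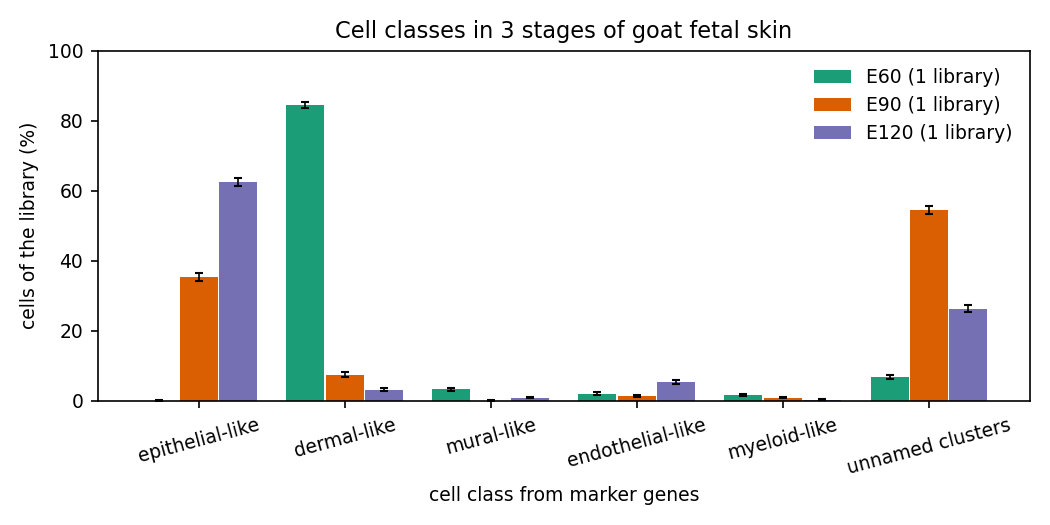
Share of the cells of each library (y axis, percent) in the more frequent marker-based classes and in unnamed clusters (x axis) at E60, E90 and E120, with 1 library per stage and exact 95% binomial intervals as error bars. Dermal-like cells fell from 84.6% at E60 to 3.12% at E120, epithelial-like cells were 0.044%, 35.4% and 62.6%, and unnamed clusters were 54.6% of E90.

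Parts of these classes were named where one of their own markers was among the 10 leading genes of a cluster, and dermal-like clusters without such a marker were called dermal fibroblasts by default. Clusters like hair shaft or inner root sheath, the keratinising parts of the follicle, held 28.9% of E120 (27.8 to 30.0) and 0 of 6849 and 0 of 6931 cells at E60 and E90. The E120 share was 31.6% without called doublets. E120 clusters of 1050, 286 and 138 cells were also closest to this part but were called epithelial, since none of its markers led them. The share thus depends on that rule and would be larger with these clusters. Clusters like suprabasal epidermis held 9.77% of E90 (9.08 to 10.5) and 0.131% of E120. That E90 share was 4.66% at Leiden resolution 0.5, 3.94% without the 6% of cells with the highest doublet scores, an alternative chosen after the data were seen, and 23.4% under the filter on genes and mitochondrial counts. The cluster like dermal condensate or papilla, the mesenchyme beneath the follicle, held 3.02% of E120 (2.63 to 3.45), which was 208 of the 215 dermal-like cells of that library. All dermal-like cells of E60 and E90 were in clusters called dermal fibroblasts at resolution 1, those of E60 by this default, but at resolution 2 a part like dermal condensate or papilla held 176 E90 cells (2.54%). The default covered a cluster of 567 E60 cells led by THBS4, COL2A1, CYTL1, CCL11 and TNMD. Cell types without a marker list could thus be counted as dermal-like. Endothelial-like cells, lymphatic ones included, were 2.03% of E60 (1.71 to 2.39), 1.27% of E90 (1.02 to 1.56) and 5.31% of E120 (4.79 to 5.86). Mural-like cells were 3.26%, 0.072% and 0.943%, and myeloid-like cells were 1.72%, 0.923% and 0.305% in the same order. The mural share of E60 was 1.82% without called doublets. From each cell's own marker counts the myeloid shares were 1.27%, 0.101% and 0.508%, with E90 and E120 in the opposite order, and the endothelial share of E90 was 0.202%. Myeloid-like cells of E90 held 3294 CPM of epithelial and 2987 CPM of dermal fibroblast markers. Such counts may have moved myeloid cells to other classes under that rule, so the reversal may not be real. Mast-like cells were 0 of 6849 cells at E60, 0.115% of E90 and 1.42% of E120, although an unnamed cluster of 63 E90 cells also had the mast marker CPA3 among its leading genes. The mast-like cluster had a median of 3842 UMIs, below the lowest count of any E60 cell, 6269. The medians of mural-like cells of E120 and of the papilla-like cluster, 5357 and 5522.5, lay below it too. Classes with few UMIs per cell may thus be missing or under-represented at E60. Schwann-like or glial cells were 0.847% of E60 and 0.101% of E90, an order that was reversed with genes centred within libraries (0.891% and 2.24%). The centred cluster, with 155 E90 cells, also had TRPM1 and MLANA among its leading genes. Its second closest class was melanocyte, so the reversal may not concern Schwann-like or glial cells alone. Cells like skeletal muscle were 0.672% of E60, a share that was 0% at resolution 0.5 and 1.83% without the highest doublet scores.

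The unnamed clusters differed between stages in what kept them unnamed. At E60, 453 cells (6.61%) were closest to dermal fibroblasts but had the mural marker ACTA2 and no dermal marker among their leading genes. At E90, 2003 cells (28.9%) were in a cluster led by haemoglobin and mitochondrial genes, and 1782 cells (25.7%) were in clusters closest to the epithelial class in which markers of another class led. At E120, 1496 cells (21.7%) were in clusters closest to the epithelial class in which markers of another class led, 210 cells (3.05%) were in a shallow cluster, and 110 cells (1.60%) were in clusters with mitochondrial or haemoglobin genes in the lead.

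Markers of one class were also counted in cells of others. At E90 the 8 suprabasal markers of the table summed to 7350 CPM (counts scaled to a total of 1000000) in epithelial-like cells, 1119 CPM in dermal-like, 2141 CPM in endothelial-like and 2672 CPM in myeloid-like cells. Dermal fibroblast markers summed to 9785 CPM in dermal-like and 2019 CPM in epithelial-like cells of E90. At E120, markers of hair shaft or inner root sheath summed to 27442 CPM in epithelial-like cells and 2512 CPM in dermal-like cells. The level of a named gene in the other class of the same library is therefore given for the library in which the gene was higher, where that class had more than 3 cells.

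Whole libraries were compared next, for the differences between stages without any choice of class. These ratios follow the mix of classes as well as expression within them. Genes were ranked by the log2 ratio of CPM + 1, with 1 library on each side and no test. The 3 largest increases from E60 to E90 were in SPINK5, KLK10 and LYPD2. SPINK5 had 0 counts at E60 and 339 CPM (332 to 345) at E90, at least 7346-fold higher against a floor of 3 counts. KLK10 went from 0.169 CPM (0.084 to 0.303) to 201 CPM (196 to 206). LYPD2 had 0 counts at E60 and 141 CPM (137 to 146) at E90, at least 3064-fold higher. The 3 largest decreases were in GDF10, from 155 CPM (152 to 158) to 3.04 CPM (2.45 to 3.73), ZFHX4, from 125 CPM (122 to 127) to 3.20 CPM (2.60 to 3.91), and SERPINF1, from 128 CPM (125 to 131) to 3.60 CPM (2.96 to 4.34). A pseudocount of 10 CPM changed these lists most and kept 1 of the 6 genes.

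From E90 to E120, FABP9 rose from 0.264 CPM (0.114 to 0.521) to 748 CPM (742 to 753). GPRC5D and KRT84 had 0 counts at E90 and 518 CPM (513 to 522) and 251 CPM (247 to 254) at E120, at least 5226-fold and 2529-fold higher. OGN fell from 730 CPM (721 to 740) to 3.49 CPM (3.12 to 3.89), OTOR from 129 CPM (125 to 133) to 0.161 CPM (0.090 to 0.265), and CILP from 121 CPM (117 to 125) to 0.107 CPM (0.051 to 0.197). From E60 to E120, FABP9 and GPRC5D had 0 counts at E60 and were at least 16211-fold and 11228-fold higher at E120, and DAPL1 rose from 0.646 CPM (0.465 to 0.873) to 1091 CPM (1085 to 1098). DLK1 had 808 CPM (801 to 815) at E60 and 0 counts at E120, at least 25151-fold lower. TNFAIP6 fell from 497 CPM (492 to 503) to 0.653 CPM (0.500 to 0.839), and MFAP5 from 303 CPM (298 to 307) to 0.343 CPM (0.234 to 0.484). KRT84 and FABP9 have close paralogs, and how the counting treated reads shared between paralogs is not stated in the labels, so their levels are uncertain to that extent.

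Within epithelial-like cells E90 was compared with E120, with 11336115 and 68431114 UMIs behind the sums. The ratios follow the mix of parts in this class as well as expression within them. Clusters like hair shaft or inner root sheath held 28.9% of E120 and 0 of 6931 E90 cells. Those like suprabasal epidermis held 0.131% of E120 and 9.77% of E90. FABP9 and KRT84 were among the leading genes of the former, and LYPD2 of the latter. GPRC5D led an E120 cluster closest to hair shaft or inner root sheath. The 3 epithelial-like cells of E60 held 44459 UMIs, too few for a comparison. FABP9 had 3 counts at E90 and 991 CPM (984 to 999) at E120, a ratio of 3745 (1281 to 18160). GPRC5D and KRT84 had 0 counts at E90 and 689 CPM (683 to 695) and 331 CPM (327 to 335) at E120, at least 2603-fold and 1251-fold higher. In dermal-like cells of E120 these genes had 99.5 CPM, 51.9 CPM and 107 CPM. The 3 largest decreases were in OGN, from 401 CPM (390 to 413) to 0.365 CPM (0.236 to 0.539), LYPD2, from 232 CPM (223 to 241) to 0.438 CPM (0.296 to 0.626), and LRRC17, from 136 CPM (130 to 143) to 0.073 CPM (0.024 to 0.171). In dermal-like cells of E90, OGN had 1882 CPM and LRRC17 had 845 CPM, both above their epithelial level, whereas LYPD2 had 25.2 CPM, below it.

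Within dermal-like cells the sums rested on 54384542 UMIs at E60, 3179386 at E90 and 1427191 at E120. From E60 to E90, BMP3 rose from 0.184 CPM (0.088 to 0.338) to 142 CPM (129 to 156) and SPARCL1 from 6.60 CPM (5.94 to 7.32) to 793 CPM (762 to 824). COL28A1 had 1 count at E60 and 112 CPM (101 to 124) at E90, a ratio of 6090 (1086 to 241190). In epithelial-like cells of E90, BMP3 had 11.6 CPM, COL28A1 17.7 CPM and SPARCL1 111 CPM. DLK1 fell from 894 CPM (887 to 902) to 12.3 CPM (8.72 to 16.8), ZFHX4 from 127 CPM (124 to 130) to 1.57 CPM (0.511 to 3.67), and GDF10 from 142 CPM (139 to 146) to 5.35 CPM (3.12 to 8.56).

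The dermal-like cells of E120 were nearly all papilla-like, so both comparisons with them set that part of the class against cells named fibroblast-like at resolution 1. At resolution 2 some of the E90 cells took the papilla-like name as well. From E90 to E120, BAMBI rose from 8.49 CPM (5.60 to 12.4) to 2922 CPM (2834 to 3012) and GAL from 1.89 CPM (0.693 to 4.11) to 570 CPM (531 to 610). RSPO2 had 1 count at E90 and 1171 CPM (1115 to 1228) at E120, a ratio of 3723 (667 to 147119). In epithelial-like cells of E120, BAMBI had 627 CPM, GAL 0.511 CPM and RSPO2 0.862 CPM. PENK went from 947 CPM (914 to 982) to 2 counts, a ratio of 676 (187 to 5585). CILP fell from 224 CPM (207 to 241) to 4.20 CPM (1.54 to 9.15), and OTOR from 311 CPM (292 to 331) to 7.01 CPM (3.36 to 12.9). In epithelial-like cells of E90, PENK had 142 CPM, CILP 66.3 CPM and OTOR 63.2 CPM. From E60 to E120, APOD rose from 0.276 CPM (0.154 to 0.455) to 1506 CPM (1443 to 1572). RSPO2 had 0 counts at E60 and was at least 21225-fold higher at E120. CHL1 had 1 count at E60 and 601 CPM (562 to 643) at E120, a ratio of 32695 (5852 to 1292868). In epithelial-like cells of E120, APOD had 0.760 CPM and CHL1 5.45 CPM. DLK1 had 894 CPM at E60 and 0 counts at E120, at least 426-fold lower. IRX3, at 341 CPM (336 to 346), and PENK, at 297 CPM (292 to 302), had 2 counts each at E120, ratios of 243 (67.4 to 2010) and 212 (58.7 to 1750).

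Genes known from follicle development were followed in both classes, from a list of 40 genes of which 36 were in the table. In the epithelial class 18 of them reached 50 CPM at E90 or E120, and the 6 with the widest range are given. Their ratios also follow the mix of parts of the class, which differed between E90 and E120. MSX1 rose from 1.32 CPM (0.741 to 2.18) at E90 to 217 CPM (213 to 220) at E120, and HOXC13 from 16.3 CPM (14.0 to 18.8) to 392 CPM (387 to 397). IGF1 fell from 77.7 CPM (72.7 to 83.0) to 0.234 CPM (0.134 to 0.380), VCAN from 199 CPM (191 to 207) to 3.21 CPM (2.80 to 3.67), TGFB2 from 107 CPM (101 to 113) to 7.04 CPM (6.43 to 7.70), and LGR5 from 93.3 CPM (87.8 to 99.1) to 6.20 CPM (5.62 to 6.82). In dermal-like cells of E90, IGF1 had 509.8 CPM and VCAN 627 CPM, above the epithelial level, TGFB2 had 108 CPM, about the same, and LGR5 had 24.8 CPM. The size of the LGR5 decrease depended on weighting. Its epithelial log2 ratio went from -3.71 to -2.22, beyond counting error, when each cell weighed the same.

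In the dermal class 20 genes of the list reached 50 CPM. APOD rose from 0.276 CPM at E60 to 62.6 CPM (54.2 to 71.9) at E90 and 1506 CPM at E120. FGF7 was 28.9 CPM (27.5 to 30.4) at E60, 16.4 CPM (12.2 to 21.4) at E90 and 1956 CPM (1884 to 2030) at E120. SFRP1 was 42.9 CPM (41.1 to 44.6), 14.8 CPM (10.9 to 19.7) and 1159 CPM (1104 to 1216). IGFBP5 was 442 CPM (436 to 447), 46.2 CPM (39.1 to 54.3) and 1627 CPM (1561 to 1695). In epithelial-like cells of E120, FGF7 had 0.731 CPM, SFRP1 10.1 CPM and IGFBP5 17.6 CPM. HOXC13 had 0 counts at E60, 3.46 CPM (1.73 to 6.19) at E90 and 58.9 CPM (46.9 to 72.9) at E120, and MSX1 had 0.202 CPM (0.101 to 0.362), 0.944 CPM (0.195 to 2.76) and 56.1 CPM (44.4 to 69.8). At E120 the epithelial-like cells had 392 CPM of HOXC13 and 217 CPM of MSX1, above the dermal level. Without called doublets the dermal log2 ratio of E120 against E60 fell from 5.90 to 4.99 for HOXC13 and from 5.57 to 4.71 for MSX1, both beyond counting error.

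**Figure D2:**
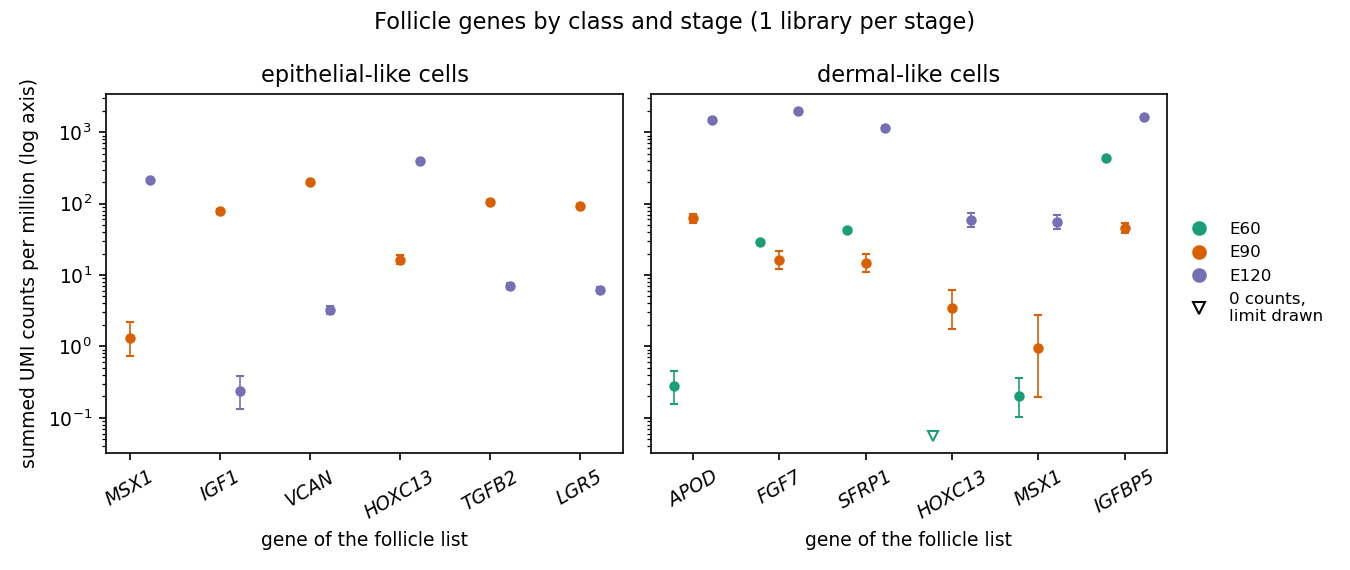
Summed UMI counts in CPM (log axis) of the 6 follicle-list genes with the widest range over stages in epithelial-like cells (E90 and E120) and in dermal-like cells (E60, E90 and E120), with exact 95% Poisson intervals as error bars and an open triangle at the limit of 3 counts where the count was 0. In dermal-like cells APOD, FGF7, SFRP1 and IGFBP5 each exceeded 1000 CPM at E120, and in epithelial-like cells MSX1 and HOXC13 were higher and the other genes lower at E120.

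A sum over genes of the mitotic cycle was taken to compare proliferation. Of the 8 genes listed, TOP2A, CDK1, CENPF and NUSAP1 were found under their symbols. In epithelial-like cells their sum was 473 CPM (461 to 486) at E90 and 357 CPM (353 to 362) at E120, a log2 ratio of -0.41, and the other alternatives gave -0.40 to -0.46, except that scaling by median of ratios gave 0.28. That scaling moves all genes of a comparison alike. It took the median log2 ratio of genes with at least 100 CPM from 0.17 to 0.85. The sum lay below the median gene by the main scaling. Scaling by median of ratios keeps that gap by construction and adds no evidence, so whether the sum rose or fell depended on the scaling. The direction may also depend on unnamed clusters, which the sum left out. An unnamed E120 cluster of 631 cells, closest to the epithelial class, was led by TOP2A and CENPF. An unnamed cluster with 1719 E90 cells, also closest to that class, had CENPE and TPX2 among its leading genes. In dermal-like cells the sum was 716 CPM (709 to 723) at E60, 145 CPM (132 to 159) at E90 and 299 CPM (271 to 329) at E120. The decrease from E60 to E90 had a log2 ratio of -2.30 and kept its direction under each alternative tried. The increase from E90 to E120 had a log2 ratio of 1.04, and of 0.037 when each cell weighed the same, so it rested on cells with many UMIs.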

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

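Removal of the 6% of cells with the highest doublet scores was chosen after the data were seen, and the other alternatives were fixed before. Epithelial-like cells were a larger share of E120 than of E90 under each alternative except the filter on genes and mitochondrial counts. Dermal-like cells fell in share from E60 to E90 and from E90 to E120 under each alternative. The sizes of the epithelial-like shares of E90 and E120 and of the dermal-like and unnamed shares of each library, taken jointly, moved beyond their counting intervals in 35 of 56 values, and the cause was not tested beyond what each alternative changes by construction.

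At Leiden resolution 0.5, epithelial-like cells were 34.2% of E90 and 80.9% of E120, dermal-like cells were 91.2% of E60, and unnamed clusters held 0.204% of E60 and 7.99% of E120. At resolution 2, epithelial-like cells were 60.7% of E120, dermal-like cells were 88.7% of E60, and unnamed clusters held 2.72%, 52.7% and 28.2% of E60, E90 and E120. Without called doublets, dermal-like cells were 83.6% of E60, and unnamed clusters held 9.43% of E60 and 51.8% of E90. Without the 6% of cells with the highest doublet scores, unnamed clusters held 7.75% of E60.

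With only cells of at least 1000 genes and at most 10% mitochondrial counts, epithelial-like cells were 80.7% of E90 and 64.5% of E120. These 2 shares stood in the opposite order to the main ones, which rested on the name of a cluster of 1428 E90 cells led by HBAI and HBAII. Dermal-like cells were then 81.3%, 16.6% and 3.64% of E60, E90 and E120, and unnamed clusters held 10.6%, 0% and 23.3%. With genes centred within libraries, epithelial-like cells were 68.2% of E120 and dermal-like cells 80.1% of E60, and unnamed clusters held 11.4%, 52.4% and 20.4%. With classes from each cell's own marker counts, epithelial-like cells were 80.7% of E90 and 82.9% of E120, dermal-like cells were 95.4%, 17.4% and 10.4%, and 0.044%, 1.15% and 0.450% of cells stayed without a class.

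Shares of smaller classes and of parts moved as well. Suprabasal-like cells ranged from 3.94% of E90 without the highest doublet scores to 23.4% under the filter, with 4.66% at resolution 0.5. Papilla-like cells were 2.54% of E90 at resolution 2 and 0% in the main clusters. Cells like hair shaft or inner root sheath were 31.6% of E120 without called doublets and 34.0% without the highest doublet scores. Mural-like cells of E60 were 1.82% without called doublets and 0.788% from each cell's own marker counts. Mast-like cells of E90 were 1.02% at resolution 0.5, and those of E120 were 0.218% from each cell's own marker counts. Schwann-like or glial cells of E90 were 2.24% with genes centred within libraries, above the 0.891% of E60, in a cluster whose second closest class was melanocyte. Myeloid-like cells were 1.27%, 0.101% and 0.508% of E60, E90 and E120 from each cell's own marker counts, which reversed the order of E90 and E120, and 0.077% of E120 without the highest doublet scores. Endothelial-like cells of E90 were 0.202% from each cell's own marker counts. Melanocyte-like cells, 0% of each library in the main clusters, were 1.83% of E90 at resolution 2 and 2.20% without called doublets. Cells like skeletal muscle were 0% of E60 at resolution 0.5 and 1.83% without the highest doublet scores.

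The lists of 6 named genes kept at least 4 genes under each alternative except a pseudocount of 10 CPM, by which 1 gene was kept for E90 against E60 in whole libraries, 3 for E120 against E90 and 3 for E120 against E60. A larger pseudocount favours abundant genes by construction. Over 318 values of single named genes under the alternatives, 186 stayed within counting error, 132 moved beyond it and none changed sign. Over 192 values of follicle-list genes, 140 stayed, 52 moved and none changed sign. Among these, HOXC13 and MSX1 in the dermal class had log2 ratios of 4.99 and 4.71 for E120 against E60 without called doublets. LGR5 in the epithelial class had a log2 ratio of -3.71 for E120 against E90. It was -2.22 with each cell weighing the same and -4.15 with classes from resolution 2.

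Scaling by median of ratios shifted the ratios in 6 of the 7 comparisons and left that of E120 against E60 in whole libraries near its main value, with a median from 0.027 to -0.016. The median log2 ratio of genes with at least 100 CPM went from -0.26 to -0.77 for E90 against E60 and from 0.21 to 0.69 for E120 against E90 in whole libraries. It went from 0.17 to 0.85 in the epithelial class, and in the dermal class from -0.052 to -0.80, from 0.044 to 0.24 and from 0.094 to -0.46 for E90 against E60, E120 against E90 and E120 against E60. The proliferation sum moved with it. For E120 against E90 in epithelial-like cells its log2 ratio changed sign, from -0.41 to 0.28. Its gap to the median of these genes is kept by construction. The log2 ratio of the sum was -0.40 to -0.46 under the other alternatives. In dermal-like cells it was -3.04 for E90 against E60 and -1.81 for E120 against E60 by that scaling.

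With each cell weighing the same, the dermal proliferation sum had log2 ratios of -1.86 for E90 against E60, 0.037 for E120 against E90 and -1.83 for E120 against E60. Without called doublets it was 0.58 for E120 against E90 and -1.73 for E120 against E60, and without the highest doublet scores 0.64 and -1.67. The dermal-like cells of E120 number 215, and how the counts of this sum were spread over them was not examined. Equal weighting also moved E90 against E60, from -2.30 to -1.86, so its effect was not confined to E120.

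Thinning to 1000 instead of 2000 UMIs changed the difference in median genes per cell from 6.11% to 3.57% for E90 against E60, from -6.81% to -4.74% for E120 against E90, and from -1.11% to -1.34% for E120 against E60. Depth limits the dermal comparisons most, since 3 counts correspond to 0.944 CPM in the dermal sum of E90 and 2.10 CPM in that of E120. No paired analysis was possible because each stage has 1 library.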

Other observations

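The tests on doublets, on mitochondrial shares, on free RNA allowing for depth, on the few epithelial cells of E60 and on DCN were chosen only after the values had been seen, while the distance test and the test of suprabasal CPM were fixed before. The distance test was fixed for clusters 1 and 3 of E90 jointly and was read for each of them afterwards.

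A pair of clusters without a class held 53.7% of the E90 cells. Cluster 1, with 2003 E90 cells, was led by haemoglobin and mitochondrial genes, and cluster 3, with 1719, had ACTA2 and MYLK among its leading genes. The filter at 1000 genes and 10% mitochondrial counts passed 6.09% of cluster 1 and 40.8% of cluster 3, against 60.9% of the named E90 cells, among which the myeloid-like cluster had 36.5% and the endothelial-like cluster 41.2%. Doublets of whole cells would carry more UMIs, but the median of both clusters was 0.869 times that of the named E90 cells, which argues against doublets as the whole cause. If these droplets held mainly RNA from other cells, their profile would lie close to the sum of the remaining library. For cluster 3, 0 of the named E90 clusters of at least 50 cells lay closer to the sum of the other E90 cells, at a mean absolute log2 difference of 0.163. That sum includes the 2003 E90 cells of cluster 1, which are in question themselves. The named clusters were picked by their markers, which may set them apart from the sum. The test therefore cannot decide, and mixed RNA stays possible for cluster 3. For cluster 1, 1 named cluster lay closer, at 0.250 against 0.309, and the other 5 lay farther, at 0.322 to 0.471. The test as fixed before counted any closer named cluster against mixed RNA, but the distances have no measure of spread and most of them go with it, so for cluster 1 mixed RNA and other origins cannot be told apart, a reading set after the values were seen. Its median mitochondrial share was 7.83 percentage points above that of the named E90 cells, and damaged cells are a candidate explanation. For cluster 3 the same difference was 1.87 points, and its median of 10.7% was below the 10.8% of the myeloid-like cluster of E90, so damage separates it from named cells only weakly. No biological explanation was tested, and a cell state of E90 skin stays open for both clusters.

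Suprabasal keratinocyte genes were counted in endothelial-like, myeloid-like and dermal-like cells of E90. Free RNA of epithelial cells would give these classes a like amount. By summed CPM the highest class was 2.39 times the lowest, above the limit of 2 set before. These classes differ in depth, with median UMIs of 3585, 3412 and 5795, and by UMIs per cell the ratio was 1.64, at 8.75, 11.3 and 6.87 UMIs. Free RNA allowing for depth is thus a possible explanation, while the first test keeps it open whether the myeloid-like cells hold epithelial RNA beyond it. The decreases of OGN, LRRC17, IGF1 and VCAN from E90 to E120 in epithelial-like cells concern genes whose level in dermal-like cells of E90 was higher, and the same background, in the other direction, could contribute to them.

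Only 3 of 6849 cells of E60 were epithelial-like, although whole skin was dissociated. Cluster naming does not explain this, since each cell's own marker counts put 0.044% of E60 cells in the epithelial class. If epithelial cells had been in the suspension and were lost to the filter on cells of the deposited table, their free RNA might remain in other cells. Epithelial markers summed to 6.84 CPM in dermal-like cells of E60, against 1149 CPM in dermal-like cells of E90. The amount of free RNA that such cells would have left at E60 is not known, so loss to the filter and absence from the suspension cannot be told apart. A real difference in the epithelium at this stage also stays untested.

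DCN, a dermal fibroblast marker, led clusters 8 and 11 of E120, which kept them from a class although their closest one was epithelial. DCN had 1521 CPM in these clusters, 315 CPM in the papilla-like cells and 87.1 CPM in the epithelial-like cells of the same library. SHH had 136 CPM in clusters 8 and 11, 2.87 CPM in papilla-like and 4.88 CPM in epithelial-like cells. RNA or cells of dermal origin would bring COL1A1, COL1A2, LUM, POSTN and FBLN1 in like proportion, but the median of these 5 genes in clusters 8 and 11 was 0.789% of their papilla level, against 483% for DCN. COL1A1 was at 0.492 CPM against 1014 CPM. The papilla marker WIF1, which also led cluster 8, went the other way, at 152 CPM in clusters 8 and 11, 11.2% of its papilla level, and 7.07 CPM in epithelial-like cells. KRT14 was 74.7 CPM in clusters 8 and 11 against 712 CPM in epithelial-like cells, whereas the epithelial gene TP63 was 13.4 CPM there, against 6.65 CPM in epithelial-like and 2.15 CPM in papilla-like cells, so their epithelial identity is not settled by these markers. FBLN1 was at 67.8 CPM, 3.95% of its papilla level, and SHH was found in 26.1% of the cells of these clusters. The low levels of the 5 dermal genes argue against papilla RNA or cells as the whole source of DCN, and transcription of DCN in the cells of these clusters is a hypothesis that remains, found and tested on the same library. Reads of another gene assigned to DCN were not tested.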
